A study of Mus musculus with 9 samples. Its data were reported in "Changes in long-range rDNA-genomic interactions associate with altered RNA polymerase II gene programs during malignant transformation" (2019).

How the data were processed

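The data are chromatin immunoprecipitation sequencing (ChIP-seq) profiles of UBTF, the architectural factor that opens ribosomal RNA gene (rDNA) repeats for RNA polymerase I. The cells were primary mouse pre-B cells of 3 stages: wild type, premalignant Eµ-Myc and malignant Eµ-Myc, where Eµ-Myc is a transgene that drives the MYC oncogene in B cells. The series has 9 samples. Each stage has 2 UBTF libraries, numbered as replicates 1 and 2 in the labels, and there are 3 input samples. The comparisons use the peak lists of the 6 UBTF libraries. The input samples were not analysed here, because no peak list belongs to them, so no background from an input could be set beside the values.

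According to the study's methods, the authors mapped paired reads with bowtie2 to the mm9 build joined to 1 copy of the mouse rDNA repeat, removed duplicates with Picard, and called peaks for each library separately with SPP. Each line of a list is 1 summit with the region around it, and several summits can share 1 region. The signal column holds a score that the authors' peak caller gave each peak, in units of its own that are not scaled between libraries. That score was used only to rank or filter peaks within 1 list. The deposited q-value column holds the false discovery rate (FDR) of each peak on a linear scale, as the values themselves show, and the p-value column holds a placeholder in every line. The lists are the calls of single libraries, before the authors' test of reproducibility between replicates. Peak lists give no read counts. The depth of each library is therefore unknown, and the number of called peaks moves with it.

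Lists were read as deposited, with differences in quoting, line endings and chromosome names between the files removed. Positions are in mm9. The NCBIM37 sequence and the GENCODE M1 gene annotation, both of that build, gave chromosome lengths, gene names and sequence at summits. Peaks on the rDNA sequence were counted apart from all others.

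Reproducible peaks of a stage were found with the irreproducible discovery rate (IDR), a mixture model of the ranks of peaks in both replicates. Peaks of the 2 replicates that overlapped by at least 1 bp were paired one to one, lowest sum of ranks before others, and ranked by the authors' score. A 2-component Gaussian copula mixture was fitted by expectation maximisation, and pairs with a global IDR under 0.05 were kept. The fit was written in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. On simulated lists of 20000 pairs, 4.55% of the pairs it called were false with a mixture like the wild type one, 2.94% with one like the premalignant one, and 0 pairs were called where none was reproducible. It found 46.9% and 56.0% of the simulated reproducible pairs in those first settings. The simulated pairs were drawn from the same kind of mixture that the fit assumes. Neither the pairing of peaks nor a mixture like the malignant one was simulated, so the error of the malignant set was not tested.

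Sharing between stages was the percent of reproducible peaks outside rDNA of the later stage that overlapped a reproducible peak of the earlier stage by at least 1 bp. Intervals on these shares are 95% exact Clopper-Pearson intervals and cover counting error only. Peaks were also placed at random within their chromosomes in 1000 seeded shuffles, and the one-sided p is the share of shuffles with at least as many overlaps. The smallest p that 1000 shuffles can give is 0.001. The shuffles test position along the genome and say nothing about error between animals, and they treat repeats and unsequenced stretches like any other position. On simulated peak sets with no relation, 3% of 200 sets gave a p under 0.05.

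Values of single libraries were compared between stages with two-sided exact permutation tests of the difference of means. With 2 libraries against 2 these tests cannot give a p below 0.333, so none of them can make a call. Similarity of libraries was the Jaccard index, the base pairs shared by 2 peak sets over the base pairs in either, of the best 5000 peaks outside rDNA of each library. It was tested exactly and one-sided over all 15 ways to split 6 libraries into 3 pairs. The density of reproducible peaks on chromosomes 12, 15, 18 and 19, which the study names as bearing rDNA, was set against the other autosomes with an exact permutation test over the 3876 choices of 4 autosomes, two-sided. A list of 29 windows of 5 kb that contact rDNA, taken from the study's text, was laid over the reproducible peaks and set against 1000 shuffles of the windows, two-sided. P-values were adjusted by Benjamini-Hochberg over the 3 stages for chromosomes and over the 12 combinations of stage and class for windows.

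The sequence of 201 bp around summits was searched for tandem repeats, defined as a stretch of at least 40 bp that repeats a unit of 1 to 6 bp. From that sequence 24-mers were sampled at even steps. The number of times each occurs in mm9, on either strand and without the rDNA sequence, was counted, and 5000 random positions gave the background. Densities on single-copy sequence of autosomes and X were estimated from up to 5000 sampled summits per library, and single copy means that each sampled 24-mer occurs once. These steps used pysam 0.24.0, samtools 1.23.1, numba 0.67.0 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

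The tests, groups, alternatives and the rule for naming peaks were fixed before the data were examined, except those said to have been chosen later. The rule names up to 5 rDNA peak pairs per stage with the best sum of ranks, the 3 regions reproducible in every stage with the best mean rank over the 6 lists, the 3 malignant reproducible peaks with the best sum of ranks that no wild type or premalignant list overlaps, and the 3 premalignant reproducible peaks with the best sum of ranks that no malignant list overlaps. The alternatives were stricter and looser IDR thresholds, the local IDR, ranking by FDR, lists shortened to 1 length, a reciprocal overlap of 50%, no IDR, rDNA left out of the fit, an FDR of at most 0.01, merged peaks, other numbers of best peaks, each replicate left out in turn, and blocks of same-numbered libraries. A pairing of peaks by summits within 200 bp, and comparisons within sets of libraries with like narrowest peaks, were chosen after the data had been seen.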

Results

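UBTF peak lists of 6 libraries were compared, 2 for each of the wild type, premalignant and malignant stages of Eµ-Myc pre-B cells. The wild type lists held 116180 and 184609 peaks in replicates 1 and 2, the premalignant lists 78113 and 575674, and the malignant lists 279068 and 563265. Outside rDNA these covered 176 and 263 Mb in wild type, 125 and 507 Mb in premalignant cells, and 286 and 523 Mb in malignant cells. Between 21.4% and 58.9% of the peaks of a list shared their region with another summit of that list. The depth behind the lists is unknown.

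The libraries also differed in a way that the stages do not explain. The narrowest peak was 240, 250 and 260 bp wide in both wild type libraries and premalignant replicate 1, and 680, 800 and 670 bp wide in premalignant replicate 2 and both malignant libraries. These are called the narrow and the wide set here. They are not groups of the study. Wild type lies wholly in the narrow set and malignant wholly in the wide set, so for that pair of stages the set and the stage cannot be told apart. The highest FDR in a list was 0.0496 in premalignant replicate 2 and at most 0.00361 in each of the others. Only in premalignant replicate 2 did an FDR of at most 0.01 remove peaks, leaving 484129. The lists of premalignant replicate 2 and malignant replicate 2 were also written with quotation marks, which the other 4 were not.

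The number of peaks was compared between stages to see whether UBTF calls became more numerous with malignancy. Means were 150394 ± 48387 in wild type, 326894 ± 351829 in premalignant and 421166 ± 200958 in malignant cells (SD, n = 2 each). Premalignant exceeded wild type by 176499 peaks (exact permutation p = 1), malignant exceeded premalignant by 94273 (exact permutation p = 1), and malignant exceeded wild type by 270772 (exact permutation p = 0.333, the smallest possible). The premalignant mean rests on replicate 2. Without it, which is also the comparison within the narrow set, the premalignant list was below the wild type mean, with a difference of -72281.5 peaks. Within the wide set the malignant mean was below premalignant replicate 2, with a difference of -154508. The order of the stages therefore did not hold within the sets. Between the 2 lists with quotation marks, the malignant one was the shorter, with a difference of -12409, whereas among replicates 1 the malignant list exceeded the premalignant by 200955. Merging overlapping peaks of a list left differences of 34375 peaks for premalignant against wild type, 49205 for malignant against premalignant and 83580 for malignant against wild type. Keeping peaks with an FDR of at most 0.01 gave 130726, 140046 and 270772 in the same order.

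**Figure D1:**
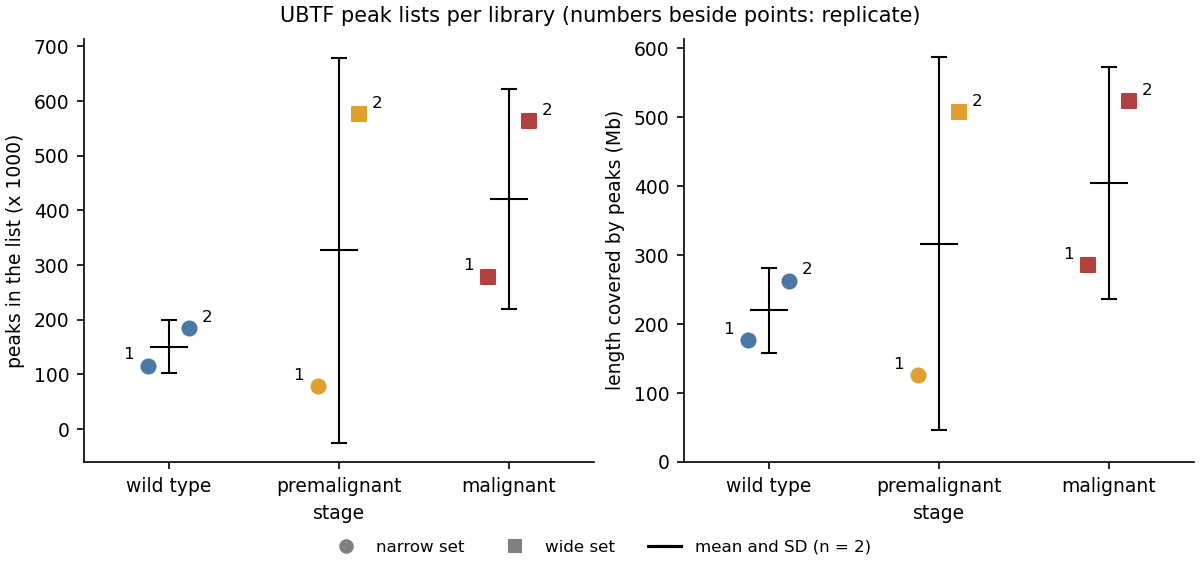
Peaks in each list (left, axis in units of 1000) and Mb covered outside rDNA (right) by stage. Points are libraries with their replicate number, circles for the narrow set and squares for the wide set, and black bars are the mean and SD of 2 libraries; the premalignant pair, at 78113 and 575674 peaks, spans the range of all 6 libraries.

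The study asked whether UBTF loading on rDNA rises with malignancy. By quantitative ChIP it reported significantly more UBTF on rDNA in malignant than in premalignant cells, and a modest rise from wild type to premalignant. The lists were compared on the rDNA sequence for that reason, although peak numbers and covered length do not measure that enrichment. The best peak of each of the 6 lists lay on rDNA, and so did 9 of the best 10 peaks of wild type replicate 2 and all of the best 10 of the other 5 libraries. The best peak elsewhere had rank 19 and 8 in wild type, 17 and 13 in premalignant and 16 and 11 in malignant cells. The lists held 87 and 35 rDNA peaks in wild type, 39 and 78 in premalignant and 47 and 70 in malignant cells, with means of 61 ± 36.8, 58.5 ± 27.6 and 58.5 ± 16.3 (SD, n = 2 each). They covered 29736 ± 13223 bp in wild type, 32948 ± 18239 bp in premalignant and 36643 ± 13514 bp in malignant cells (SD, n = 2 each). None of these differences exceeded the spread between replicates, and exact permutation p-values were 1 for the numbers and 1, 0.667 and 0.667 for the covered length of premalignant against wild type, malignant against premalignant and malignant against wild type. Within the narrow set the premalignant list had fewer rDNA peaks than the wild type mean, with a difference of -22, and within the wide set the malignant mean was below premalignant replicate 2, with a difference of -19.5. Covered length differed by -9685 bp and -9202 bp within those sets, opposite in sign to the pooled differences of 3212 and 3695 bp. The rank of a peak saturates at the top of a list, so the lists cannot show by how much rDNA signal differed between stages.

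In each library rDNA peaks covered the start of the repeat, from position 1 or 2 to at least 15053, and its end, from position 41463 or earlier to at least 46302. Between these, wild type replicate 2 and premalignant replicate 1 had no peak, malignant replicate 1 had short regions up to 3730 bp long, and wild type replicate 1, premalignant replicate 2 and malignant replicate 2 had peaks over much of the spacer. The best rDNA pairs by rank joined summits at positions 10982 and 10990 in wild type (ranks 2 and 1), 2610 and 10986 in premalignant (ranks 1 and 1), and 2613 and 10986 in malignant cells (ranks 1 and 1). Of the 5 best pairs of each stage, 14 of 15 lay in the region at the start of the repeat. The other one joined wild type summits at positions 43450 and 43502. Peaks were not cut at the end of the repeat, and outside rDNA they ran up to 1021 bp past chromosome ends. The last rDNA positions and the covered lengths may therefore include stretches beyond the repeat.

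**Figure D2:**
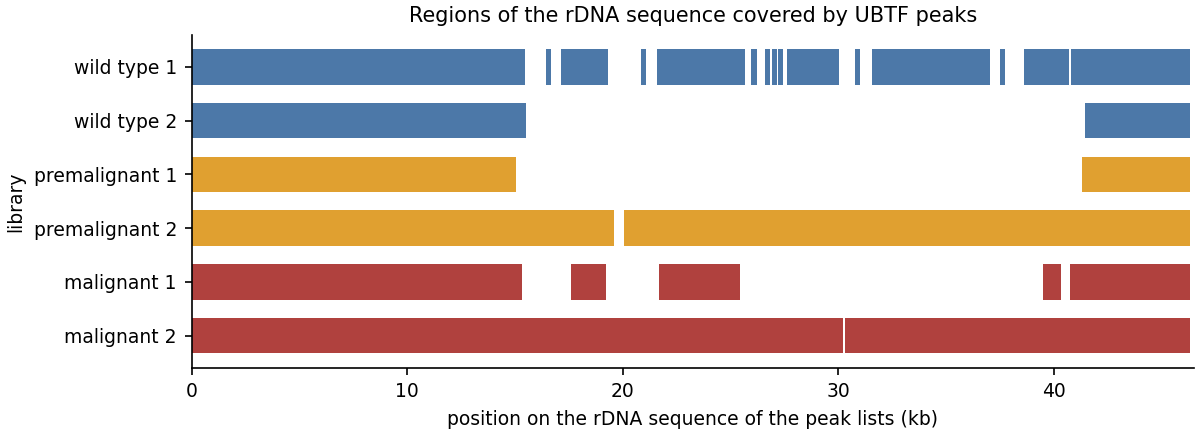
Regions covered by UBTF peaks along the rDNA sequence (kb), 1 line per library. The start of the repeat and its end beyond position 41463 are covered in all 6 libraries, whereas peaks between them vary between replicates of the same stage.

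Reproducible peaks were sought in each stage as the study did, by IDR. Of 89525 wild type pairs 24579 passed, of 57845 premalignant pairs 870, and of 227108 malignant pairs 57549. On rDNA lay 35, 33 and 38 of them, which left 24544, 837 and 57511 peaks elsewhere, covering 54.2, 2.03 and 155 Mb. Merging those that overlapped left 23375, 828 and 31045 regions, so the malignant excess over wild type was smaller in regions than in peaks. Ranks of paired peaks were correlated across peaks, which are not independent replicates, with Spearman's rho of 0.651 in wild type, -0.0098 in premalignant and 0.513 in malignant cells. Paired summits lay a median of 8 bp apart in wild type and premalignant cells and 1032 bp apart in malignant cells, where only 26.6% of reproducible pairs had summits within 200 bp. Among the settings that kept IDR, the length of the lists moved the wild type and malignant numbers most. With all 6 shortened to 78113 peaks, 13146 wild type, 796 premalignant and 2083 malignant pairs passed, so that wild type rather than malignant had the most. Wild type also had the most at an IDR under 0.01, with 14927 against 11293 malignant pairs. Pairing by summits within 200 bp, chosen after the data had been seen, gave 17719, 1264 and 3169. Premalignant had the fewest in each setting tried. Its replicates lie in different sets, the narrow and the wide one, so no premalignant number within a set can be had.

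**Figure D3:**
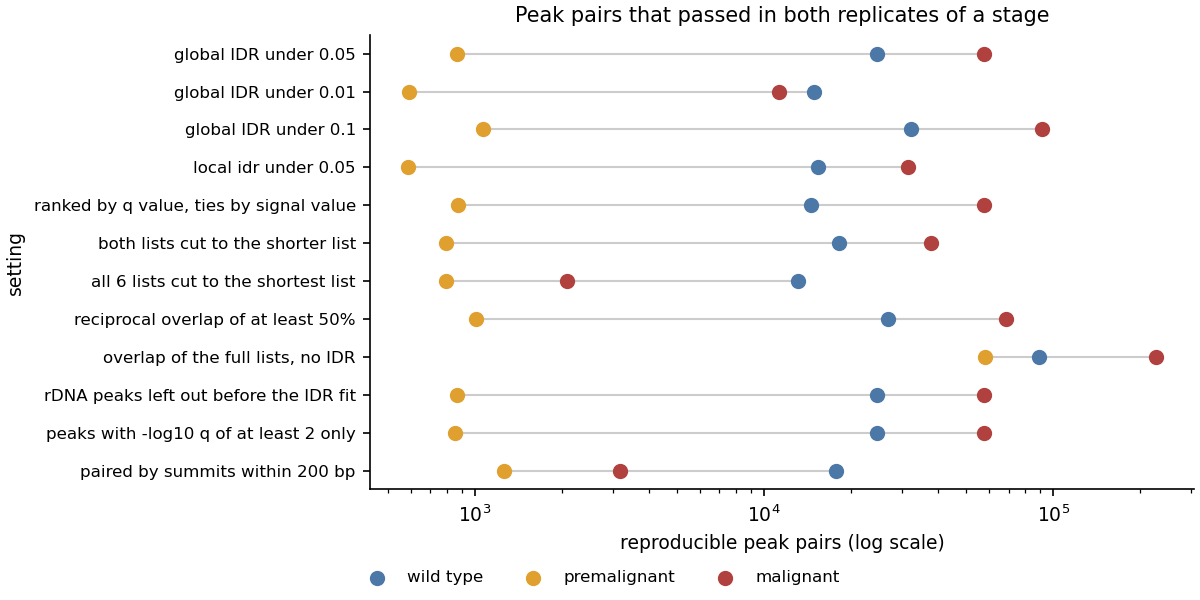
Number of peak pairs that passed in both replicates of a stage (log scale) under each setting, 1 point per stage. The malignant number falls from 57549 to 2083 when all lists have 78113 peaks, and the premalignant number is the lowest in every setting.

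The stages were then compared to see which sites the premalignant and malignant cells share. Of 57511 malignant peaks outside rDNA, 1.65% (1.54 to 1.75) overlapped a premalignant peak, against 0.273% in shuffles (permutation p = 0.001). Of 837 premalignant peaks, 99.3% (98.4 to 99.7) overlapped a wild type peak, against 4.19% in shuffles (permutation p = 0.001). Of malignant peaks, 21.3% (21.0 to 21.7) overlapped a wild type peak, against 7.42% in shuffles (permutation p = 0.001). Each of these p-values is the smallest that 1000 shuffles can give. In the other direction 99.2% of premalignant peaks overlapped a malignant peak, and 828 of 837 overlapped both other sets. These shares depended on the sizes of the sets. With the best 837 peaks of each stage, 75.0% of malignant peaks overlapped a premalignant one, 66.2% of premalignant peaks overlapped a wild type one, and 69.9% of malignant peaks overlapped a wild type one. For malignant peaks in wild type, shortening all lists to 1 length moved the share further, to 81.2%. The share of premalignant peaks in wild type rests on premalignant replicate 1. With the best 837 peaks of replicate 2 in place of the reproducible set it was 61.2%. Of the best 500 peaks of each library, 50% or more lay on tandem repeats, which the shuffles ignore. The mean Jaccard index between sets was 0.414 for peaks on such repeats (best 1722) and 0.0732 for others (best 2500). It was 0.610 and 0.408 in the narrow set, and 0.378 and 0.102 in the wide set. The overlaps of best peaks may thus partly reflect repeats rather than shared binding.

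Within the sets of libraries, the best 837 peaks of single libraries overlapped as follows. In the narrow set, premalignant replicate 1 overlapped wild type replicates 1 and 2 at 79.3% and 73.0%, against 78.6% between the wild type replicates. In the wide set, malignant replicates 1 and 2 overlapped premalignant replicate 2 at 40.5% and 58.4%, against 55.0% between the malignant replicates. Across the sets, the premalignant replicates overlapped at 37.5%. In each set 1 of the 2 shares between stages was higher than the share between replicates of a stage, and all 7 were above their shuffles (permutation p = 0.001 each, the smallest possible). No library of the wild type and malignant stages lies in the same set, so that pair has no value within a set.

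**Figure D4:**
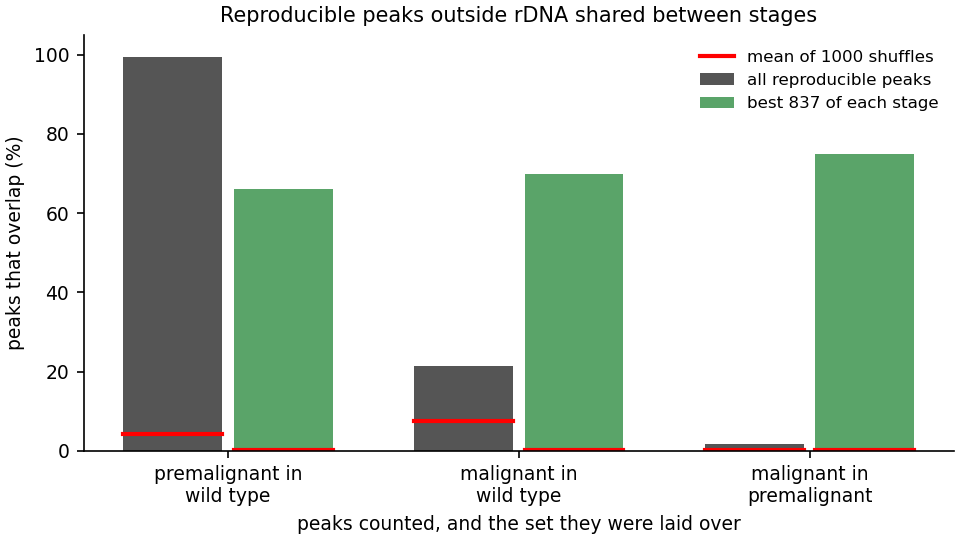
Percent of reproducible peaks outside rDNA that overlap the set of an earlier stage, for all reproducible peaks and for the best 837 of each stage. Red lines are the mean of 1000 shuffles; for malignant peaks in the premalignant set the share is 1.65% with all peaks and 75.0% with equal numbers.

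Peaks gained or lost from premalignant to malignant cells were counted. There were 56564 malignant peaks with no overlap in the premalignant set, but only 202 of them were absent from both full premalignant lists, against 24340 in shuffles. There were 7 premalignant peaks with no overlap in the malignant set, of which 6 were absent from both full malignant lists, against 478 in shuffles. With the best 837 peaks of each stage the counts were 209 gained and 213 lost, the largest change among the alternatives. The count of lost peaks rests on both premalignant libraries, being 109 with replicate 2 alone and 15 with replicate 1 alone. The full lists of the premalignant stage covered 545 Mb and those of the malignant stage 585 Mb.

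Among regions reproducible in all 3 stages, the best mean rank over the 6 lists belonged to chromosome 16, 11142993 to 11145611 (mean rank 14.2), in an intron of Zc3h7a that also holds the microRNA annotation mmu-mir-689-2, on sequence whose 24-mers had a median of 3 copies in mm9. Next came chromosome 9, 56070401 to 56073115 (mean rank 21), in an intron of C230081A13Rik that holds mmu-mir-2134-4. After it came chromosome 5, 152536102 to 152538280 (mean rank 28.3), an intergenic array of the telomere repeat 62 bp from the end of the chromosome sequence. The summits in the Zc3h7a and C230081A13Rik introns had a GC content of 78.6% and 74.1%, against a median of 41.8% at random positions. Their 24-mers were counted in mm9 without the rDNA sequence, so a match to rDNA was not tested. Reads of rDNA collected at these introns therefore stay possible, and the ranks alone do not show UBTF binding at these genes. The 3 named malignant peaks that no wild type or premalignant list overlapped were of low rank, and 23 peaks met that rule. The peak on chromosome 4, 154416081 to 154418280 (ranks 36991 and 16744), lay on coding exons of Plch2 and Gm10564. The peak on chromosome 9, 27122793 to 27124819 (ranks 37622 and 32263), lay in an intron of Igsf9b on sequence whose 24-mers had a median of 17869 copies in mm9. The peak on chromosome 5, 115107468 to 115109569 (ranks 49599 and 30792), lay 90 bp from the start of Trpv4. Of the 6 premalignant peaks that no malignant list overlapped, the best ranked was on chromosome 14, 86597776 to 86599970 (ranks 36 and 15), an intergenic telomere repeat array that the wild type lists held at ranks 37 and 15. The next was on chromosome X, 166648234 to 166651310 (ranks 42 and 16), a telomere repeat array 130 bp from the end of the chromosome sequence. It was followed by an intergenic peak on chromosome 9, 24345447 to 24347607 (ranks 503 and 25). Neither of the latter 2 was in a wild type list.

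Similarity was compared to see whether libraries of 1 stage share more binding than libraries of different stages. The mean Jaccard index of the best 5000 peaks outside rDNA was 0.266 within stages and 0.211 between them, and 6 of the 15 splits of the libraries into pairs gave a value as high (exact p = 0.4, one-sided, smallest possible 0.0667). The best 1000 peaks moved this difference most, from 0.0548 to 0.0142 (exact p = 0.4). By pairs, the wild type replicates had an index of 0.606, and premalignant replicate 1 had 0.574 and 0.551 with them. The premalignant replicates had 0.0657 and the malignant replicates 0.125. Within the wide set, premalignant replicate 2 had 0.104 and 0.193 with malignant replicates 1 and 2. Within the narrow set the same-stage pair was thus the highest by 0.606 against 0.574 and 0.551, but not with the best 1000 peaks, where it had 0.616 against 0.635 for wild type replicate 1 with premalignant replicate 1. Within the wide set it was not the highest. Malignant replicate 1 had 0.186 to 0.20 with the 3 libraries of the narrow set, above its index with either library of its own set. This order too depended on the number of peaks: with the best 20000 peaks, malignant replicate 1 had 0.253 and 0.223 with premalignant replicate 2 and malignant replicate 2, and 0.196, 0.131 and 0.227 with wild type replicates 1 and 2 and premalignant replicate 1.

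**Figure D5:**
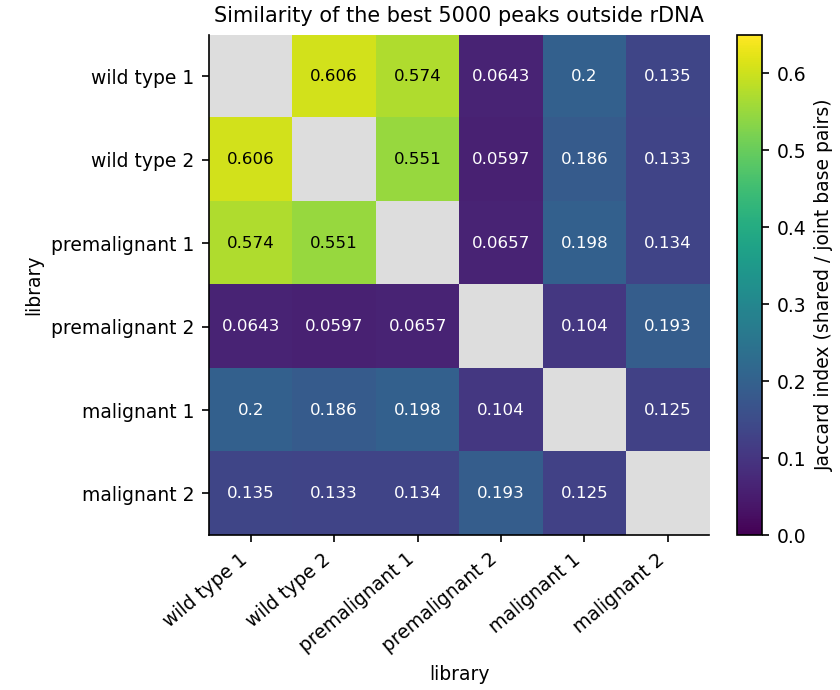
Jaccard index of the best 5000 peaks outside rDNA for each pair of the 6 libraries, with grey for a library with itself. The 3 libraries with the narrowest peaks form a block at 0.551 to 0.606, and the premalignant replicates are at 0.0657.

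Peak density was compared between the rDNA-bearing chromosomes and the other autosomes. Chromosomes 12, 15, 18 and 19 had 9.06 ± 0.412 reproducible peaks per Mb in wild type, 0.351 ± 0.034 in premalignant and 17.9 ± 2.88 in malignant cells (SD over 4 chromosomes), against 9.51 ± 0.561, 0.323 ± 0.0605 and 21.2 ± 2.73 on the other 15 autosomes. The differences were -0.451 (exact permutation p = 0.154, adjusted 0.231), 0.0281 (exact permutation p = 0.396, adjusted 0.396) and -3.29 (exact permutation p = 0.0498, adjusted 0.149). None passed after adjustment, and the premalignant difference changed sign to -0.0123 at an IDR under 0.01. Chromosomes are not independent replicates of an experiment.

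The listed windows that contact rDNA were compared with the reproducible peaks because the study asked whether UBTF binds such regions. Of 29 windows, 2 overlapped a wild type peak, 0 a premalignant and 5 a malignant peak, against means of 1.87, 0.077 and 3.07 in shuffles, with p-values of 1, 1 and 0.384 and adjusted p-values of 1 for each. Across the 12 combinations of stage and class, 0 had an adjusted p under 0.05 and 0 an unadjusted p under 0.05. The alternative that moved this most extended the windows by 20 kb on each side, after which 10 of the 13 constitutive windows overlapped a malignant peak, against 5.33 in shuffles (permutation p = 0.03, adjusted 0.36). The windows are a short part of the study's list and so give little power, least of all with 837 premalignant peaks, and they leave the question open for the rest of that list.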

Values the study reported

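The study reported an overlap of ≤1% between UBTF peaks outside the rDNA repeat and the rDNA-interacting regions that depended on UBTF, in premalignant and in malignant cells. At the level of nearest genes the overlap it reported was about 10%. It stated that wild type and premalignant mice were 4–6 weeks old and female, and that malignant mice were 10–20 weeks old and of both sexes.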

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

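The pairing by summits and the comparisons within sets of libraries with narrow or wide narrowest peaks were chosen after the results had been seen; the other alternatives were planned. Of 211 alternative values, 175 kept their side of the threshold or moved by less than a set limit. Another 35 moved by more, and 1 tested value changed sign. For counts of reproducible, gained and lost peaks, which have no spread, the limit was a change of 1.5 times. For other values without a threshold the limit was the spread they were held against. Among the 175 are differences in peak number and in rDNA peaks, none of which could be called, that changed sign when a library was left out. Also among the 175 are overlaps between stages, whose permutation p stayed at the smallest that shuffles can give although the shares themselves moved, from 1.65% to 75.0% for malignant peaks in the premalignant set with equal numbers and from 21.3% to 81.2% for malignant peaks in wild type with lists of 1 length. Each overlap with the contact windows stayed above 0.05 after adjustment, on few windows. The tests of 2 libraries against 2 and the comparisons of similarity cannot pass a threshold of 0.05, so they say nothing about stability.

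An IDR under 0.01 gave 14927 wild type and 11293 malignant reproducible peaks, and an IDR under 0.1 gave 91132 malignant peaks. The local IDR gave 15327 wild type and 31392 malignant peaks. Ranking by FDR gave 14563 wild type peaks. Both lists at the length of the shorter gave 37649 malignant peaks, and all 6 at the length of the shortest gave 13146 wild type and 2083 malignant peaks. Overlap without IDR gave 89525 wild type, 57845 premalignant and 227108 malignant pairs. Pairing by summits within 200 bp gave 3169 malignant peaks. A stricter limit leaves fewer pairs by construction, and the cause of the other changes was not tested.

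The counts of gained peaks, with those absent from both full premalignant lists, were 10676 and 10 at an IDR under 0.01, 89712 and 573 under 0.1, 209 and 1 with equal numbers, 1335 and 1 with lists of 1 length, and 1979 and 4 when paired by summits. The counts of lost peaks were 213 with equal numbers, 63 with lists of 1 length and 98 when paired by summits. These counts are limited by the sizes of the sets, which changed as well.

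Across the fits that each left out 1 replicate, malignant peaks in the premalignant set ranged from 1.62% to 2.32%, premalignant peaks in wild type from 61.2% to 99.4%, malignant peaks in wild type from 17.0% to 27.1%, and lost peaks from 6 to 109. The values of 61.2% and 109 came without premalignant replicate 1. The difference in peak number ranged from -72281.5 to 425280 for premalignant against wild type, and from -154508 to 343054 for malignant against premalignant, so that single libraries set its sign there. For malignant against wild type it ranged from 128674, without malignant replicate 2, to 412870, without malignant replicate 1, and kept its sign.

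The density of premalignant peaks on chromosomes 12, 15, 18 and 19 changed sign at an IDR under 0.01, to -0.0123 per Mb (exact permutation p, adjusted, 0.626). The cause was not tested.

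Whether replicate numbers mark a pairing or a batch stays open. The list of replicate 2 was the longer in each stage. Libraries of like number had a mean Jaccard index of 0.226 against 0.219 for others, and 3 of the 10 splits into sets of 3 gave a value as high (exact p = 0.3, smallest possible 0.1), a test that could not have made a call. In blocks of same-numbered libraries, the differences in peak number were 176499, 94273 and 270772 for premalignant against wild type, malignant against premalignant and malignant against wild type, with exact sign-flip p-values of 1, 1 and 0.5, where 0.5 is the smallest possible. In the same order, blocks gave mean differences of -2.5, 0 and -2.5 rDNA peaks and of 3212, 3695 and 6907 bp on rDNA, equal to the pooled ones by construction. In single blocks, malignant cells exceeded premalignant ones in covered rDNA length by 7036 and 354 bp (exact sign-flip p = 0.5, the smallest possible). The other differences in rDNA peak number and covered length had opposite signs in the 2 blocks. Overlap within blocks was 1.88% of malignant peaks with premalignant ones, 80.4% of premalignant peaks with wild type ones and 23.5% of malignant peaks with wild type ones, and 56428.5 peaks were gained and 47 lost on average over the 2 blocks.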

Other observations

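The overlap with the listed windows and the shortening of all lists to the same length were fixed before the data were examined. Tests of GC content, long peaks, a gain on chromosome 8, sequence shared with chromosome Y and histone genes were not. They were planned before they were run. The other tests below were chosen only after the result was seen.

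The number of reproducible peaks differed between stages, with the most in malignant cells. With lists of 1 length the malignant set was 0.158 times the size of the wild type set, so the length of the lists could account for the malignant excess. The premalignant set stayed the smallest, and the next smallest was still 2.62 times its size with lists of 1 length, which argues against list length as the reason. A difference in narrowest width between the premalignant libraries stays open. At that length pairs of libraries from different sets had a median of 1577 reproducible peaks against 6140.5 within sets, and the 3 pairs of premalignant replicate 2 with the narrow set, at 745 to 796, were below its pairs within the wide set, at 1614 and 3238. The ranges overlap, however, since a pair from different sets reached 4887. Whether premalignant replicate 2 holds a malignant sample cannot be told apart from a property of its library: its mean Jaccard index with the malignant libraries was 0.148, against 0.125 between the malignant libraries, which themselves share little. A biological difference between the animals stays open and was not tested.

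Libraries grouped by the width of their narrowest peaks rather than by stage. The split into the narrow and wide sets gave a mean Jaccard index of 0.359 within sets against 0.131 between them, the highest of the 10 splits of 6 libraries into sets of 3, which is consistent with a library or peak-calling batch. Stage alone is argued against, since the premalignant replicates had an index of 0.0657, below the 0.551 and 0.574 of premalignant replicate 1 with wild type. Whether a batch also makes the wide libraries alike stays open, because the answer changed with the number of peaks. Among the best 5000, a pair from different sets reached 0.20 while a wide pair had as little as 0.104. Among the best 20000, the wide pairs had 0.253, 0.324 and 0.223, against a mean of 0.110 and at most 0.227 between sets. Tandem repeats do not account for the narrow set, whose lowest index was 0.376 without peaks on such repeats, against at most 0.137 between sets. GC content at the best 5000 summits did not separate the sets either, with medians of 40.3%, 46.8% and 56.7% in the wide set around the 47.8% to 48.3% of the narrow set. Since wild type and malignant libraries fall into different sets, a batch and a biological difference between those stages cannot be told apart.

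Of the best-ranked peaks outside rDNA, 50% or more in each library lay on tandem repeats. Of the best 500 peaks, 82.4% and 75% in wild type, 79.4% and 50% in premalignant and 71.8% and 61.6% in malignant cells had one at the summit, against 2.24% of random positions. Of the best 5000 peaks, the shares were 76.8%, 74.3% and 75.0% in the narrow set but only 17.2%, 37% and 28.3% in premalignant replicate 2 and malignant replicates 1 and 2. The dinucleotide repeat CT/AG made up 64%, 59.6% and 58.8% of the best 500 in the narrow set and 12.6%, 45.4% and 26% in premalignant replicate 2 and malignant replicates 1 and 2. The lowest share, 50%, is far above random positions, and a candidate explanation is that reads of repeats absent from the assembly, or shared by many copies, collected on the copies in mm9. Binding of UBTF to such repeats was not tested, since it would need the reads and the inputs, which were not used here.

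Peaks over 5 kb made up 55.6% of the best 5000 peaks of premalignant replicate 2, 31.0% and 30.2% in malignant replicates 1 and 2, and 0.48% to 0.76% in the narrow set. At their summits in premalignant replicate 2 the 24-mers had a median of 5094.5 copies in mm9, against 1 at random positions, which suggests reads of multi-copy elements. The shorter peaks among the best 5000 of that list had a median of 1875 copies, so such sequence was not limited to long peaks. No biological explanation was tested.

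Among the best 1000 peaks of malignant replicate 1, 104 lay on chromosome 8, against 35 to 59 in the other libraries. A gain of a chromosome segment is argued against, since 49 of the 104 fell into 1 Mb and only 4.33% of the whole list was on chromosome 8, whose length is 4.96% of the genome. Those 49 lay on the cluster of 5S rRNA genes at 126062686 to 126147645. Without the cluster the share on chromosome 8 was 5.78%, within the 3.5% to 5.9% of the other libraries, so peaks on the cluster could account for the excess. Each of the 6 libraries had a region of at least 88558 bp over this cluster, with a best rank of 286 and 637 in malignant replicates 1 and 2 and of 2004 to 8856 in the other 4. Of the best 1000 peaks, 49 and 4 lay there in malignant cells and 0 in each of the other 4 libraries. Whether this follows stage was not tested and stays open, as does a difference between the narrow and wide sets.

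Each list held peaks on chromosome Y, from 0.12% of the list in wild type replicate 2 to 0.232% in premalignant replicate 2. At their summits 66.3% to 90.0% of 24-mers also occur off chromosome Y, so shared sequence is a likely source. Shares differed by at most 1.93 times between libraries, and because most of them rest on shared sequence they cannot show the sex of the animals. On single-copy sequence, premalignant replicate 2 had 17 Y peaks, malignant replicate 2 had 1 and the other 4 libraries had 0. Per Mb of such sequence the 17 were 4.41 times as dense as peaks on autosomes, more than a single copy of Y would give. This density alone can neither show nor exclude a male animal for that library. Y peaks with none of their counted 24-mers off chromosome Y numbered 70 in premalignant replicate 2. They numbered 1 and 0 in wild type, 0 in premalignant replicate 1, and 6 and 5 in malignant replicates 1 and 2. On single-copy sequence of chromosome X the density over that on autosomes was 0.306 in premalignant replicate 2. It was 0.223 to 0.377 in wild type and premalignant replicate 1, and 0.257 and 0.896 in malignant replicates 1 and 2. Because this ratio varied so much between libraries, it cannot show whether X dropped as a male would give. The study states that its premalignant animals were female, and the Y peaks of premalignant replicate 2 leave open whether that library holds male DNA. The labels give no sex, and the short single-copy part of Y in mm9, 0.362 Mb, limits the test.

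Histone genes were tested because the study names histone gene clusters as regions bound by UBTF. Among the best 5000 peaks they were over-represented against other protein-coding genes in 3 of the 6 libraries (Fisher's exact test): 4 of 67 histone genes had a peak within 1 kb of a start in wild type replicate 1, 25 in premalignant replicate 1 and 31 in malignant replicate 1, and 0 in each replicate 2. UBTF at histone genes in each library was therefore not seen at this depth of the lists. Among the best 20000 peaks, 35 and 34 histone genes had one in wild type, 43 and 0 in premalignant and 45 and 0 in malignant cells. The lack in premalignant replicate 2 and malignant replicate 2 is not explained by their longer lists, since over the full lists histone genes had peaks less often than other genes in both, by -9.86 percentage points in malignant replicate 2 and more in the other. Stage is argued against by the 25 and 31 genes of the other library of each stage. Too few peaks on single-copy sequence are argued against too: on autosomes these libraries had 10.6 and 14.2 such peaks per Mb, against 3.88 in premalignant replicate 1, whose full list had peaks at 56 of the histone genes. Over the full lists other genes had peaks in 33.8% and 41.2% of cases in the 2 libraries, against 22.2% in premalignant replicate 1. The reason for the lack stays open. These 2 are also the lists written with quotation marks, and a difference in how they were made was not tested further.

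Of the 6 premalignant reproducible peaks that no malignant list overlapped, 3 had a telomere repeat array or a CENP-B box, a motif of centromeric repeats, at the summit, against 0 of 5000 random positions. Reads of telomeric or centromeric repeats collected on their few copies in mm9 may account for these 3, which are the 3 best ranked, but not for all 6. The array on chromosome 5 near the chromosome end was in all 6 lists, so telomere repeats as such were not absent from malignant lists. No biological explanation was tested.

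Of the 29 listed windows that contact rDNA, 5 overlapped a malignant reproducible peak and 0 a premalignant one. Shuffles gave a mean of 3.07 for malignant peaks (permutation p = 0.384). An excess over chance was thus not shown for these 29 windows, and so few windows cannot exclude one. The malignant overlap cannot be set against the overlap quoted from the study above, since the list is short and was not limited to regions that depend on UBTF.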
